A study of Mus musculus with 98 samples.

How the data were processed

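Gene expression was measured by RNA sequencing in 98 samples of liver, skeletal muscle, arcuate nucleus (ARC) and suprachiasmatic nucleus (SCN) from mice whose livers had been repopulated with human (Hu arm) or murine (Mu arm) hepatocytes. The authors deposited 2 tables of raw counts per gene, with 1 column per library and no normalization; the values are whole numbers, and their totals differ between columns. The liver table gives human and mouse Ensembl genes in separate rows, and the table of the other tissues gives mouse genes. Per the labels, RNA came from a silica column kit and the libraries kept strand information. The aligner, the counting program, the genome build, the annotation and any filter on rows are not stated. No coordinates are therefore given, and gene symbols were taken from a gene name table by Ensembl identifier. That table matched 19615 of 19689 mouse rows of the liver table and 20329 of 20415 rows of the other table. It matched 0 of the 17729 human rows, which were analysed without names.

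Tissue, arm, zeitgeber time (ZT) and replicate number were taken from the labels. All 98 columns were used in the main fits. In ARC and SCN, 2 Hu columns at ZT 22 could be placed in their group but not tied to a single labelled sample. They were used without a replicate number. Each is the only Hu library of its tissue at ZT 22. All results with the replicate number as a factor, with matched numbers or with equal numbers shuffled together leave both out. Such results in ARC and SCN rest on 9 Hu libraries, with none at ZT 22. Their changes can therefore not be laid to the factor alone. Total counts per library, in M (mega, as in all depths given), ranged from 22.95 to 122.2 M in liver, of which 7.70 to 87.9 M lay in mouse rows of Hu livers. They ranged from 43.1 to 92.1 M in muscle, from 23.7 to 47.1 M in ARC and from 25.5 to 34.9 M in SCN. For the share of counts in human rows of 1 library, 95% Wilson confidence intervals were computed, with 3 counts of the total as the smallest detectable share. These intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

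Each tissue was fitted on its own with edgeR 4.0.16 in R 4.3.3. In liver, mouse rows and human rows were fitted apart, each with its own library size. Genes were kept by edgeR's filterByExpr with the arm as group, and libraries were scaled by TMM (trimmed mean of M values). The model held an intercept, the arm, and a cosine and a sine term of a 24 h period for each arm. Quasi-likelihood F tests were made for rhythm in each arm, for a different rhythm between arms and for a different time-averaged level between arms. Benjamini-Hochberg adjusted p-values under 0.05 were counted within each test and tissue. All adjusted p-values for genes come from these edgeR tests unless another tool is named. Phases are the times of the fitted peak, and amplitudes are the log2 distance from the mean to the peak. Phase differences are Hu minus Mu, so that negative values are earlier in Hu. Per tissue, the median phase difference was taken over genes with a common rhythm, with a jackknife standard error (SE) over libraries. A common rhythm means that a single cosine and sine term, shared by both arms, passed the threshold. A gene rhythmic in a single arm can pass this test, and the test favours genes with like phases in both arms.

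A list of 18 clock genes was fixed before the data were examined, and held core clock genes and direct clock targets, among them Arntl, Nr1d1, Nr1d2, Per2 and Dbp. Not every member is named in the text. Their log2 CPM (counts scaled to the library size after TMM, prior count 2) were fitted with the same cosine model. The clock phase shift of a tissue is the amplitude-weighted mean phase difference over the list, and the amplitude ratio compares the summed amplitudes of the arms. Both were tested with 2-sided permutation tests that shuffled the arms within each time point, with 100000 draws, for which 1e-05 is the smallest p-value that can be given. Differences between tissues were tested in the same way for 6 pairs of tissues, with Benjamini-Hochberg adjustment. Since the arms are shuffled in each tissue, the shuffled sets hold no shift in either tissue. These p-values therefore do not test whether shifts present in both tissues are equal. The tissues were shuffled apart, and SEs of differences took them as independent, although equal numbers may mark the same mouse. The plan had been to take the clock genes of Hu livers from human rows as well, and this was not done because the human rows carry no names. All liver clock results refer to mouse rows.

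Genes named in the text were chosen by a rule fixed before the data were examined. They are the clock list, 15 genes that check the labels, the 3 genes higher and the 3 lower in Hu with the smallest p-values per tissue, and the 3 genes with the smallest p-values for a different rhythm. Any other gene named was chosen after its values were seen, which the text states.

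Libraries of both arms that share a time point and a replicate number were checked for pairing, as the correlation across genes of their deviations from the mean of their arm and time point. Genes are not independent replicates, so these correlations are descriptive. The mean was 0.115 over 12 pairs in liver, 0.0250 over 12 pairs in muscle, 0.130 over 8 pairs in ARC and 0.12 over 8 pairs in SCN. Both pairs of a time point had the same correlation throughout ARC and SCN, and at ZT 10, 14 and 22 in liver and muscle. The separate values are therefore fewer than the pairs. For liver, ARC and SCN the results with the replicate number as an added factor are given beside the others. This factor has a level per number, shared by all time points and both arms. In the gene tests it therefore does not model a pairing of libraries at the same time point. In the clock permutations with this factor, arms were swapped only within pairs of equal time point and number. Libraries of the same arm and time point were also compared for duplication, and 0 pairs held identical values.

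The alternatives tried were size factors by relative log expression, the likelihood ratio test of DESeq2 1.42.0, no filter on low counts, a mean of at least 1 CPM, the replicate number as a factor, matched replicate numbers only, ZT as a factor, each arm fitted alone, library sizes over all rows of the liver table, another prior count, an unweighted mean over clock genes, a short list of 9 clock genes and leaving out each library in turn. The human share as a covariate, the removal of arm means before shuffling, leaving out each time point in turn for the clock genes, shuffling and leaving out libraries of equal arm, time point and number together in both tissues of a pair, and the alternatives for human rows were added after the data were seen.

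The procedure was tested on simulated data with the library sizes of the muscle libraries and the trend of their spread with expression. Genes of like level thus shared their spread, and the false call rates hold for such data only. For the mean level, 170 of 197 changed genes were called and 8 of 178 calls were false. For a different rhythm, 122 of 199 changed genes were called and 6 of 128 calls were false. With DESeq2, 12.7% of the calls for a different rhythm and 9.19% of the calls for the mean level were false. A clock phase shift of -3 h put into 100 simulated sets was returned as -2.97 h on average (SD 0.231). Of 100 sets without a shift, 5 had a permutation p-value under 0.05. The clock genes of these sets had independent errors, and the SD of the returned shifts lies under the jackknife SE of 0.626 h in real muscle. The sets do not show how the test behaves where errors are correlated between genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the permutation tests and the figures.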

Results

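RNA sequencing counts were collected from FRGN mice, an immunodeficient strain that lacks Fah, Rag2 and Il2rg and whose liver cells can be replaced by transplanted hepatocytes. Fah encodes an enzyme of tyrosine breakdown, and without it hepatocytes are lost unless a protective drug is given. The livers had been repopulated with human hepatocytes in the Hu arm and with murine hepatocytes in the Mu arm, which serves as the control. The series asks what part the clocks of hepatocytes play in setting the timing of daily rhythms. Liver, skeletal muscle, the arcuate nucleus (ARC) and the suprachiasmatic nucleus (SCN, the central circadian pacemaker) were sampled at zeitgeber times (ZT, hours after lights on) 2, 6, 10, 14, 18 and 22, with 1 to 3 libraries per arm and time point. There were 15 Hu and 12 Mu libraries of liver, 15 Hu and 12 Mu of muscle, 10 Hu and 12 Mu of ARC, and 10 Hu and 12 Mu of SCN. Total counts ranged from 22.95 to 122.2 M in Hu liver and from 97.1 to 118.3 M in Mu liver. They ranged from 43.1 to 92.1 M in Hu muscle and from 50.9 to 79.6 M in Mu muscle. The range was 24.03 to 38.7 M in Hu ARC, 23.7 to 47.1 M in Mu ARC, 27.1 to 33.3 M in Hu SCN and 25.5 to 34.9 M in Mu SCN.

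The genes deleted in the strain and markers of each tissue were examined first, in CPM (mouse counts of a gene scaled to the total of mouse counts). Mouse Fah averaged 547 ± 74.0 CPM (SD, n = 12) in Mu livers, with a range of 442 to 688 CPM. It averaged 21.3 ± 7.03 CPM (SD, n = 15) in mouse rows of Hu livers, with a range of 6.23 to 35.8 CPM. Outside the liver, mean Fah was 0.917 CPM in Mu and 1.25 CPM in Hu muscle, 4.96 and 4.97 CPM in Mu and Hu ARC, and 6.77 and 7.17 CPM in Mu and Hu SCN. In liver, mean Rag2 was 0.231 CPM in Mu and 1.504 CPM in Hu, and mean Il2rg was 1.78 CPM in Mu and 3.44 CPM in Hu. Mean Rag2 in Mu and Hu was 1.01 and 1.08 CPM in muscle, 8.13 and 8.40 CPM in ARC, and 6.92 and 7.35 CPM in SCN. Mean Il2rg in Mu and Hu was 1.51 and 1.38 CPM in muscle, 0.577 and 0.539 CPM in ARC, and 1.06 and 0.926 CPM in SCN. Mouse Alb averaged 62840 ± 6249 CPM in Mu and 55710 ± 14670 CPM in Hu livers (SD). Igf1 averaged 549.5 CPM in Mu and 295 CPM in Hu livers. In muscle, Ckm averaged 16470 CPM in Mu and 20010 CPM in Hu, and Acta1 averaged 31520 and 32540 CPM.

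Markers of the brain regions were compared between the 22 SCN and the 22 ARC libraries by 2-sided permutation tests within arm and time point, with p-values adjusted over 17 comparisons. The shuffles did not pair SCN and ARC libraries of equal number, which may come from the same mouse. The ARC markers Agrp, Npy, Pomc and Cartpt were lower in SCN, by a mean log2 difference of -2.70 (adjusted p = 1.545e-05, at the smallest raw p-value the permutations can give, 1e-05). The SCN markers Vip, Avp, Prok2 and Nms did not separate the regions as a list, with a log2 difference of -0.05 (adjusted p = 0.832). Prok2 was higher in SCN by 0.72 (adjusted p = 0.00603), Avp was lower in SCN, at -1.57 (adjusted p = 4.25e-05), and neither Vip, at 0.30 (adjusted p = 0.529), nor Nms, at 0.37 (adjusted p = 0.187), passed the threshold.

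The share of liver counts in human rows was measured because it shows how far the human cells make up each liver sample. It averaged 57.7% ± 21.4 (SD, n = 15) in Hu livers, and 11 of the 15 lay under 70%, the repopulation above which the labels say mice were selected. The lowest share was 15.86% (95% Wilson interval 15.86 to 15.87%) at ZT 2 in replicate 1, and the highest was 93.07% (interval 93.07 to 93.07%) at ZT 18 in replicate 3. The share is one of RNA counts and not of cells, so it need not equal the repopulation. Mean shares were 41.7% at ZT 2, 49.6% at ZT 6, 73.8% at ZT 10, 73.8% at ZT 14, 67.03% at ZT 18 and 47.6% at ZT 22. These means did not differ beyond the spread between livers (permutation test over 15 livers, p = 0.411). The 12 Mu livers, as background, held 0.00592 to 0.0204% of counts in human rows. The intervals cover counting error only.

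**Figure D1:**
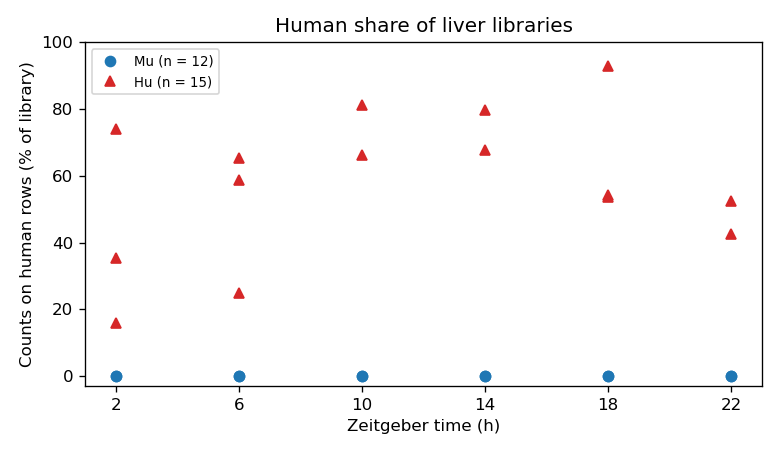
Share of counts in human rows (% of the library, vertical axis) against zeitgeber time (h, horizontal axis) for each Hu (triangles, n = 15) and Mu (circles, n = 12) liver library. Hu livers spread from 15.86 to 93.07%, and the 12 Mu livers all lie at or under 0.0204%.

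The first comparison asks whether gene expression in the liver followed a daily rhythm in each arm. Among 14977 mouse genes tested, 2598 were rhythmic in Mu livers, 25 in Hu livers and 15 in both. With the replicate number as a factor (mean correlation of same-numbered libraries 0.115) these counts were 2648 in Mu and 29 in Hu. The alternative that moved the Mu count most took library sizes over all rows of the table. It gave 76 genes in Mu and 282 in Hu, so that the arm with more rhythmic genes depended on the library size used. Library sizes over all rows include the human counts, whose share ran from 15.86 to 93.07% in Hu livers. Mouse genes scaled on them can carry this composition, and the cause of the reversal was not tested. The DESeq2 test gave 518 in Hu, and leaving out 1 library gave 8 to 827. At an unadjusted p under 0.05, 4746 mouse genes were rhythmic in Mu and 2373 in Hu, where chance gives 748.85. The mouse rows of Hu livers held 7.70 to 87.9 M counts, fewer than the 97.1 to 118.3 M of Mu livers. In human rows of the Hu livers, 139 of 12832 genes tested were rhythmic, and 142 with the replicate number as a factor. Of the 139, 38 peaked from ZT 0 to 6, 16 from 6 to 12, 70 from 12 to 18 and 15 from 18 to 24. The count of human rows was 0 among matched replicate numbers only.

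The rhythm itself was then compared between arms. In mouse rows, 192 genes had a different rhythm in Hu and Mu livers, 138 with the replicate number as a factor (mean correlation 0.115), and 3146 at an unadjusted p under 0.05. The DESeq2 test gave 1132 genes, ZT as a factor 11 and the fit with library sizes over all rows 10. Of 50 splits of the livers into arms, the real one included, 5 gave as many genes. The smallest p-value belonged to Nckap5 (ENSMUSG00000049690), whose amplitude was 2.17 in Mu and 0.30 in Hu on the log2 scale (edgeR adjusted p = 0.000209). Ppard (ENSMUSG00000002250) followed, with amplitudes of 1.66 and 0.23 (edgeR adjusted p = 0.000732), and Lrp4 (ENSMUSG00000027253), with amplitudes of 0.93 and 0.10 (edgeR adjusted p = 0.00180). At such Hu amplitudes the phase differences of Ppard, at -0.243 h, and Lrp4, at -0.492 h, changed sign between alternatives. Over the 1045 mouse genes with a common rhythm, the median phase difference was -1.46 ± 0.846 h (jackknife SE), and 73.1% of them were earlier in Hu. With the replicate number as a factor the median was -1.49 h, and with matched replicate numbers only it was -0.774 h.

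The level of mouse genes was compared between livers of both arms to show how the mouse part of Hu livers differs from Mu livers. A different mean level was found for 11907 of 14977 genes, 6365 higher and 5542 lower in Hu, and 5286 by more than 2-fold. The replicate number as a factor gave 11519 genes (mean correlation 0.115). Library sizes over all rows of the table moved this count most, to 9253 genes, of which 83.2% were higher in Hu, and moved the median log2 difference of all genes from 0.07 to 0.50. The 3 genes with the smallest p-values among those higher in Hu were Epb41l1 (ENSMUSG00000027624; log2 difference 2.30 ± 0.08 SE, edgeR adjusted p = 1.22e-16), Abcc5 (ENSMUSG00000022822; 2.69 ± 0.12) and 5330417C22Rik (ENSMUSG00000040412; 4.04 ± 0.18). In each of these, 15 of 15 Hu livers lay above every Mu liver. Among the lower genes, Mup1 (ENSMUSG00000078683) had 0 to 1 counts in Hu livers and 1414 to 4128 counts in Mu livers, and its log2 level was lower in Hu by at least 7.90, taken against a floor of 3 counts. Mup2 (ENSMUSG00000078688) had at most 5 counts in Hu livers, with 13 of 15 at or under this floor, and a fitted log2 difference of -11.79 ± 0.28. Hsd3b5 (ENSMUSG00000038092) had at most 13 counts in Hu livers, with 7 of 15 at or under the floor, and a fitted log2 difference of -11.48 ± 0.36. With so few counts these fitted values are not measured folds and cannot be ranked against Mup1. Mup1 and Mup2 belong to a family of near-identical genes, and their separate counts are uncertain because the counting of shared reads is not stated.

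The clock genes in mouse rows of the liver address whether the clock of the remaining mouse cells kept its phase. Over the 18 genes this gave a clock phase shift of -0.880 ± 0.410 h (jackknife SE; permutation p = 0.0146, 15 Hu and 12 Mu livers), earlier in Hu in 15 of 18 genes. The replicate number as a factor gave -0.834 h (p = 0.0261; mean correlation 0.115). Leaving out ZT 6 moved the shift most, to -0.383 h, with p = 0.512, and the unweighted mean over genes gave -1.18 h with p = 0.0597. The log2 amplitude ratio was -0.94 ± 0.22 (permutation p = 3e-05), so that the summed amplitude in Hu was 52.1% of that in Mu. It was smaller in Hu in 18 of 18 genes, and the ratio was -0.94 with the replicate number as a factor (p = 0.00032). Of the 18 genes, 17 were rhythmic in Mu livers when adjusted over all genes and 18 when adjusted over the list alone. In Hu livers these counts were 6 and 14. A different rhythm was found for 6 genes over all genes and for 10 over the list alone, and a different mean level for 14 genes. Nr1d1 (ENSMUSG00000020889) peaked at ZT 7 in Mu and 6.69 in Hu, and Per2 (ENSMUSG00000055866) at ZT 15.9 in Mu and 13.4 in Hu. Dbp peaked at ZT 9.70 in Mu and 9.14 in Hu, and Arntl was later in Hu, at ZT 22.26 in Mu and 22.64 in Hu.

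In skeletal muscle, where both arms hold mouse cells, the comparison asks whether the origin of the hepatocytes goes with a different rhythm outside the liver. Among 14197 genes tested, 754 were rhythmic in Mu, 1104 in Hu and 302 in both. With each arm fitted alone the counts were 1749 in Mu and 135 in Hu, so the arm with more rhythmic genes depended on the fit. A different rhythm was found for 10 genes, and for 1957 at an unadjusted p under 0.05, where chance gives 709.85. The count depended on the test, with 150 genes under DESeq2 and 1 gene with ZT as a factor. The 3 genes with the smallest p-values were Nr1d2 (ENSMUSG00000021775; phase difference -4.55 h, edgeR adjusted p = 0.0198), Igf2bp2 (ENSMUSG00000033581; -5.78 h, adjusted p = 0.0292) and Gpc4 (ENSMUSG00000031119; -5.59 h, adjusted p = 0.0292). Among matched replicate numbers only, Gpc4 did not pass the threshold (edgeR adjusted p = 0.0632). Of 27 fits that left out 1 library, 2 lost Nr1d2, 4 lost Igf2bp2 and 7 lost Gpc4. Over the 1907 genes with a common rhythm, the median phase difference was -1.73 ± 0.737 h (jackknife SE), and 76.6% of them were earlier in Hu. The median was -3.20 h over genes rhythmic in both arms.

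Clock genes in muscle were earlier in Hu in 18 of 18 cases, with phase differences from -7.96 to -1.86 h. The clock phase shift was -3.50 ± 0.626 h (jackknife SE; permutation p = 5e-05, 15 Hu and 12 Mu libraries), and across the alternatives it lay between -3.94 h (without ZT 18) and -2.99 h (without ZT 6). The log2 amplitude ratio was -0.14 ± 0.21 (permutation p = 0.584), a difference smaller than its error. Arntl (ENSMUSG00000055116) peaked at ZT 23.1 in Mu and 18.9 in Hu, Nr1d1 at ZT 5.24 and 1.66, Per2 at ZT 14.1 and 10.8, and Dbp (ENSMUSG00000059824) at ZT 10.5 and 6.27. The edgeR adjusted p-values for a different rhythm of these genes were 0.132 for Arntl, 0.0396 for Nr1d1, 0.107 for Per2 and 0.0685 for Dbp. That of Nr1d1 was 0.0661 with the replicate number as a factor, and it did not pass the threshold in 21 of 27 fits that left out 1 library (at most 0.102). Within the list, 2 genes had a different rhythm when adjusted over all genes and 15 when adjusted over the list alone. Rhythm was found in Mu for 15 genes and in Hu for 16 genes over all genes, and for 16 and 18 over the list alone.

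**Figure D2:**
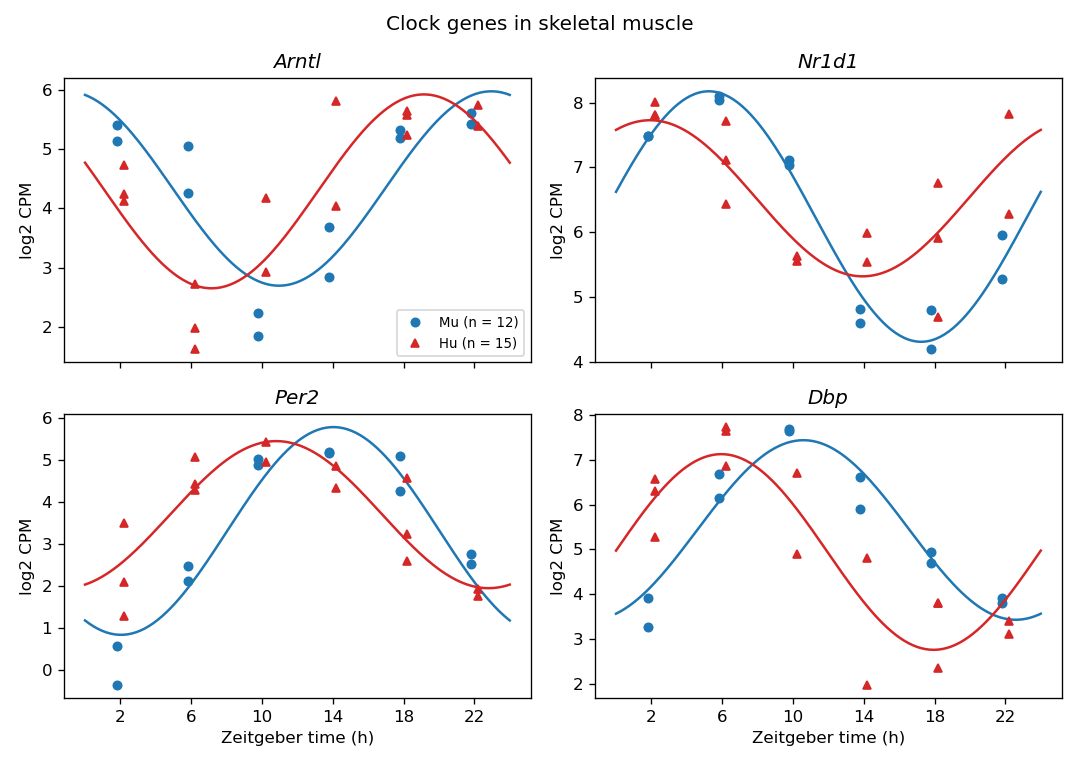
Expression of Arntl, Nr1d1, Per2 and Dbp in muscle (log2 CPM, vertical axes) against zeitgeber time (h, horizontal axes), with a point per library (circles Mu, n = 12; triangles Hu, n = 15) and the fitted cosine of each arm as a line. The Hu curves peak earlier than the Mu curves, with phase differences of -4.14 h for Arntl, -3.58 h for Nr1d1, -3.22 h for Per2 and -4.27 h for Dbp.

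The mean level in muscle differed between arms for 3817 genes, 1923 higher and 1894 lower in Hu, and for 534 of them by more than 2-fold. The alternatives gave 3489 to 4332 genes, and leaving out 1 library gave 3071 to 4411. Cxcl13 (ENSMUSG00000023078) was higher in Hu by a log2 difference of 4.12 ± 0.41 (SE; edgeR adjusted p = 4.33e-06), with 15 of 15 Hu libraries above every Mu library. Prkcz (ENSMUSG00000029053; 1.13 ± 0.11) and Gpx3 (ENSMUSG00000018339; 1.46 ± 0.15) were also higher in Hu. Fam92a (ENSMUSG00000028218; -0.61 ± 0.06), Abi2 (ENSMUSG00000026782; -0.54 ± 0.06) and Csdc2 (ENSMUSG00000042109; -1.08 ± 0.13) were lower in Hu. With scores of slow fibre and fat genes as covariates, a test described among the other observations, 636 genes differed in mean level, and the fat score itself was higher in Hu.

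In the ARC, the same comparisons address rhythm in a brain region outside the central pacemaker. Among 15079 genes tested, 213 were rhythmic in Mu, 15 in Hu and 14 in both, and with the replicate number as a factor (mean correlation 0.130) 144 in Mu and 5 in Hu. A different rhythm was found for 0 genes, 0 with the replicate number as a factor, and 269 at an unadjusted p under 0.05, where chance gives 753.95. A different mean level was found for 1 gene, again 1 with the replicate number as a factor, and 640 at an unadjusted p under 0.05. That gene was Stra6 (ENSMUSG00000032327), with a log2 difference of 1.42 ± 0.19 (SE; edgeR adjusted p = 0.00581; 0.0313 with the replicate number as a factor), and 10 of 10 Hu libraries lay above the Mu median. Among matched replicate numbers only, Stra6 had an edgeR adjusted p of 0.178. Over the 683 genes with a common rhythm, the median phase difference was -1.33 ± 0.575 h (jackknife SE), and -1.18 h with the replicate number as a factor. For the clock genes the shift was -1.58 ± 0.475 h (permutation p = 0.00139, 10 Hu and 12 Mu libraries), earlier in Hu in 15 of 18 genes, and -1.83 h with the replicate number as a factor (p = 0.002). The log2 amplitude ratio was -0.11 ± 0.23 (permutation p = 0.552), and -0.01 with the replicate number as a factor. Rhythm was found in 7 clock genes in Mu and 3 in Hu over all genes, and in 13 and 11 over the list alone. A different rhythm was found for 0 clock genes by both adjustments, and for 1 at an unadjusted p under 0.05.

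In the libraries labelled SCN, the comparison was meant to ask whether the central pacemaker itself differed between arms. A second list of SCN markers, described among the other observations, was lower in these than in ARC libraries, by -1.47 on the log2 scale. Prok2 was higher in them. The results therefore refer to what these libraries hold, which may be little SCN tissue. Among 15006 genes tested, 31 were rhythmic in Mu, 1 in Hu and 1 in both. With the replicate number as a factor (mean correlation 0.12) the counts were 12 in Mu and 0 in Hu. As in ARC, fits with this factor leave out the only Hu library at ZT 22. The gene rhythmic in Hu was Fabp7 (ENSMUSG00000019874; edgeR adjusted p = 0.0162), which falls outside the naming rule and is named after its values were seen. A different rhythm was found for 0 genes, and for 210 at an unadjusted p under 0.05, where chance gives 750.3. A different mean level was found for 0 genes, and for 325 at an unadjusted p under 0.05. Both counts were also 0 with the replicate number as a factor. Over the 214 genes with a common rhythm, the median phase difference was -1.09 ± 0.773 h (jackknife SE), and -1.34 h with the replicate number as a factor. The clock genes gave a shift of -1.37 ± 0.856 h (permutation p = 0.0734, 10 Hu and 12 Mu libraries), and -1.62 h with the replicate number as a factor (p = 0.130). The short clock list gave -1.40 h with p = 0.0420, and leaving out a time point gave values from -2.52 h (without ZT 2, p = 0.00246) to -0.403 h (without ZT 10, p = 0.598). The log2 amplitude ratio was -0.04 ± 0.29 (permutation p = 0.870), and 0.05 with the replicate number as a factor. Rhythm was found in 2 clock genes in Mu and 0 in Hu over all genes, and in 9 and 11 over the list alone. A different rhythm was found for 0 clock genes by both adjustments, and for 1 at an unadjusted p under 0.05.

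The clock phase shifts were compared between tissues to ask whether they differ, with SCN standing for the libraries labelled so. The shift in muscle differed from that in SCN by -2.14 ± 1.06 h (SE; permutation p = 0.0987, adjusted p = 0.202 over 6 pairs) and from that in ARC by -1.93 ± 0.785 h (p = 0.101, adjusted p = 0.202). Liver and muscle differed by 2.62 ± 0.748 h (p = 0.0121, adjusted p = 0.0724). With the short clock list this difference was 2.92 h (adjusted p = 0.0485). ARC and SCN differed by -0.209 h (adjusted p = 0.825), liver and SCN by 0.487 h (adjusted p = 0.697), and liver and ARC by 0.696 h (adjusted p = 0.458). With the whole list and tissues shuffled apart, 0 of the 6 differences passed the threshold. The shuffled sets hold no shift in either tissue, so these p-values do not test whether shifts present in both are equal. The same holds where libraries are shuffled together, as below. Libraries of the same arm, time point and number in different tissues may come from 1 mouse, which the labels do not state, and the SEs above take the tissues as independent. When such libraries were shuffled together, a test chosen after the data were seen, liver and muscle (2.62 h, adjusted p = 0.009) and muscle and ARC (-1.93 h, adjusted p = 0.0182) passed the threshold, and muscle and SCN did not (-2.12 h, adjusted p = 0.301). When they were left out together, the SEs of these differences were 0.572, 0.737 and 1.14 h.

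**Figure D3:**
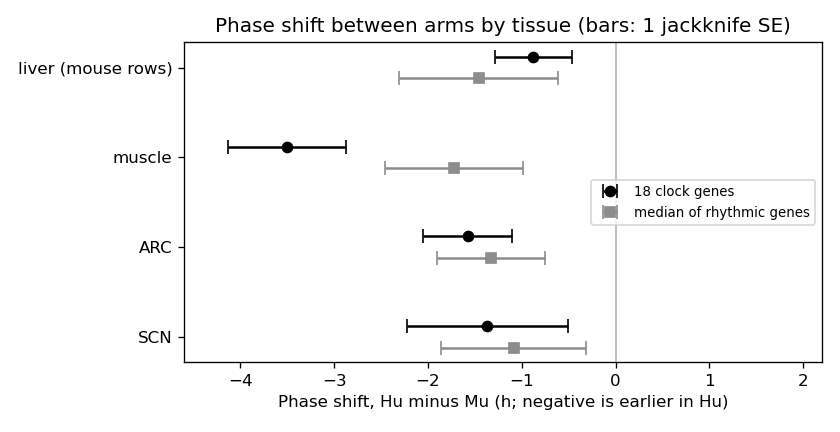
Phase shift between arms (Hu minus Mu, h, horizontal axis) in each tissue (vertical axis), for the 18 clock genes (circles) and as the median over genes with a common rhythm (squares), with bars of 1 jackknife SE. All values lie below 0, and the clock shift is -3.50 h in muscle, -0.880 h in liver (mouse rows), -1.58 h in ARC and -1.37 h in SCN. Genes with a common rhythm come from a test that favours like phases in both arms. SCN stands for the libraries labelled SCN, and neither list of SCN markers was higher in them than in ARC libraries.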

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

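In the groups of 10 Hu libraries of ARC and SCN, 20 measures (total counts, Fah and markers of both regions) were searched for a library that stands far from the others by Dixon's criterion. This gave 2 such libraries, and chance gives about 1 in 20 measures. No explanation was tested for either of them. The libraries differ in time of day, and the SCN library named below is the only Hu library of SCN at its time point, so its time cannot be told apart from the library itself.

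In ARC, the Hu library at ZT 14, replicate 2, had 14.83 CPM of Vip, against 6.80 CPM in the next library and 0.538 CPM in the lowest. The gap was 0.562 of the range, above the critical value of 0.466 for 10 libraries. The 12 Mu libraries of ARC ranged from 0.802 to 11.7 CPM. Vip is a marker of the SCN, and the Mu and Hu libraries labelled SCN ranged from 1.67 to 22.9 CPM and from 1.06 to 11.03 CPM. Where the edge of the dissection lay in each sample is not analysed here.

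In SCN, the Hu library at ZT 6, replicate 1, had 8.17 CPM of Pomc, against 2.84 CPM in the next library and 0.993 CPM in the lowest. The gap was 0.743 of the range. The 12 Mu libraries of SCN ranged from 1.46 to 56.1 CPM, so a value of 8.17 lies within the range of the Mu arm. Pomc is a marker of the ARC, where the Hu libraries held 19.9 to 60.5 CPM.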

How the results depend on the processing

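Of 269 values of the main comparisons under alternatives other than leaving out a library, 205 were counted as staying. Values with a p-value had to stay on the same side of the threshold in the same direction, and counts within 1.5 times. Median phase differences did not follow the 1.5 times rule. That in liver, -1.46 h, was counted as staying at -0.774 h (matched replicate numbers) and as moved at -2.33 h (genes rhythmic in both arms). Of the others, 47 counts or medians moved, 2 values were weaker, 5 stronger and 10 reversed. For single named genes, 222 of 235 values stayed, 5 were weaker, 4 stronger and 4 reversed. The cause of these changes was not tested except where a value is given. The count of genes with a different mean level stayed within 1.5 times in liver (9253 to 13051) and muscle (3489 to 4332), and in muscle it was 3071 to 4411 when 1 library was left out. In each tissue the clock phase shift kept its direction under the alternatives run, between -1.20 and -0.383 h in liver, -3.94 and -2.99 h in muscle, -1.99 and -1.32 h in ARC, and -2.52 and -0.403 h in SCN. The ends of these ranges come from fits that left out 1 time point, which were chosen after the data were seen. Without ZT 6 the shift in liver was -0.383 h and no longer passed the threshold (p = 0.512). Without ZT 2 the shift in SCN was -2.52 h and passed it (p = 0.00246). The replicate number as a factor gave -3.38 h in muscle, 683 rhythmic genes in Mu, 770 in Hu and 10 with a different rhythm there.

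DESeq2 gave 518 rhythmic genes in Hu liver and 1132 with a different rhythm in liver. In muscle it gave 1464 in Mu, 2006 in Hu and 150 with a different rhythm. In ARC it gave 511 in Mu, 87 in Hu and 14 with a different level, of which 13 were lower in Hu. In SCN it gave 287 in Mu, 22 in Hu and 1 with a different level, and in human rows of liver 1126. On simulated data in which genes of like level shared their spread, DESeq2 made more false calls than edgeR. These were 12.7% against 4.69% of the calls for a different rhythm.

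Each arm fitted alone gave 3928 rhythmic genes in Mu and 8 in Hu liver, 1749 and 135 in muscle, 48 and 0 in ARC, and 14 and 0 in SCN. Matched replicate numbers gave 7 rhythmic genes in Hu liver and 95 with a different rhythm in liver, 6 with a different rhythm in muscle, 42 in Mu and 4 in Hu ARC with 0 of a different level, 8 in Mu and 0 in Hu SCN, and 0 in human rows. The replicate number as a factor gave 5 rhythmic genes in Hu ARC, 12 in Mu SCN and 0 in Hu SCN. In ARC and SCN, this fit and that with matched numbers also leave out the only Hu library at ZT 22. ZT as a factor gave 11 genes with a different rhythm in liver and 1 in muscle. No filter on low counts gave 107 genes with a different rhythm in liver and 40 rhythmic genes in Hu ARC, and a mean of at least 1 CPM gave 19 with a different rhythm in muscle. Library sizes over all rows of the liver table gave 76 rhythmic genes in Mu, 282 in Hu and 10 with a different rhythm. It also moved the median log2 difference of all mouse genes to 0.50, so that directions of the mean level in liver are relative to the scaling. The human share as a covariate, chosen after the data were seen, gave 289 genes with a different rhythm in liver and 18 rhythmic genes in human rows.

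The median phase difference over genes rhythmic in both arms was -2.33 h in liver, -3.20 h in muscle, -2.29 h in ARC and -2.57 h in SCN. These rest on 15 genes in liver, 302 in muscle, 14 in ARC and 1 in SCN, so that in SCN it is the value of a single gene. Over genes rhythmic in Mu muscle it was also -3.20 h. Unweighted over genes, the clock phase shift in liver was -1.18 h (p = 0.0597), and that in SCN was -1.40 h (p = 0.0420) with the short list. The clock amplitude ratio in SCN reversed to 0.054 with the replicate number as a factor, 0.030 with matched numbers and 0.15 with the short list, and to 0.0098 without ZT 2, 0.13 without ZT 10, 0.032 without ZT 18 and 0.076 without ZT 22, all smaller than its SE of 0.29. That in muscle reversed to 0.17 without ZT 10 and 0.043 without ZT 18, both smaller than its SE of 0.21. The difference between liver and SCN reversed to -0.110 h when unweighted, and that between liver and muscle passed the threshold with the short list at 2.92 h (adjusted p = 0.0485, against 0.162 unweighted). With libraries of equal number shuffled together in both tissues, chosen after the data were seen, it passed at 2.62 h (adjusted p = 0.009), as did that between muscle and ARC at -1.93 h (adjusted p = 0.0182).

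The phase difference of Ppard in liver reversed to 0.370 h with matched numbers and 2.87 h with library sizes over all rows, and that of Lrp4 to 0.0785 h with matched numbers and 11.56 h with library sizes over all rows (adjusted p = 0.0793). Leaving out 1 library reversed Ppard (from -1.40 to 0.692 h over 27 fits), Lrp4 (-2.27 to 0.466 h), Per2 in ARC (-1.76 to 0.0464 h over 22 fits) and Per2 in SCN (-1.33 to 0.208 h).

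Leaving out each library in turn (27 fits in liver and muscle, 22 in ARC and SCN) gave 1460 to 3559 rhythmic genes in Mu liver, 8 to 827 in Hu liver and 38 to 1009 with a different rhythm in liver. It gave 388 to 1110 in Mu muscle, 602 to 1138 in Hu muscle and 0 to 19 with a different rhythm in muscle. In ARC it gave 86 to 282 in Mu, 5 to 18 in Hu and 1 to 2 genes with a different level. In SCN it gave 10 to 56 in Mu, 0 to 3 in Hu and 0 to 1 with a different level. In human rows of liver, 15 fits gave 14 to 357 rhythmic genes. In SCN the clock phase shift ranged from -1.87 to -1.07 h (p from 0.00111 to 0.182) and its amplitude ratio from -0.15 to 0.12. In muscle the clock phase shift ranged from -3.79 to -3.18 h. The mouse rows of Hu livers held 7.70 to 87.9 M counts, which includes the lowest depth of any library. Mu livers thinned to the median of that depth gave 3694 rhythmic genes in the Mu arm alone, against 3928 before.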

Other observations

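The patterns in this part were noticed in the data and then tested on the same data, with each test, apart from the splits of the samples, chosen after its pattern was seen and its prediction written before its result. For Stra6, the first list of SCN markers and the first list of growth hormone targets, the values themselves had been seen before. For the mouse hepatocyte list and for the slow fibre and fat scores, the test was judged unable to tell the explanations apart only after its result was seen.

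Other splits of the samples were used to ask how often a grouping unrelated to the arms gives results as large. In each tissue 50 splits, the real one included, swapped the arms within some of the pairs of the same time point and replicate number, and libraries without a partner stayed in their arm. A further 25 shuffled the arms within time points. For the mean level, 1 of 50 splits gave as many genes in liver and 1 of 50 in muscle, which is the real one in each. In ARC 3 of 50 splits gave at least 1 gene, the real one and 2 others with 2 and 80 genes. This compares counts and does not test Stra6 itself. In SCN, where the real count is 0, 50 of 50 splits gave as many. For a different rhythm, 5 of 50 splits gave as many genes as the 192 in liver, the real split included. Of the other 4, a pair with 391 and 2483 genes kept 10333 and 10228 genes of a different level, and a pair with 6896 and 8407 genes had 0. Of the 25 shuffles, 1 also gave more, with 7748 genes. Part of these splits still carry the difference in level between the arms, which may add to their counts, and this was not tested. In muscle 2 of 50 splits gave at least the 10 genes, and 1 of the 25 shuffles did, with 3294 genes. In ARC and SCN, where the real counts are 0, 50 of 50 did in each. The median phase difference was as far from 0 in 1 of 50 splits in liver, 1 of 50 in muscle, 2 of 50 in ARC and 4 of 50 in SCN, and in SCN it cannot be told apart from other groupings. Of the 25 shuffles within time points, 0 gave as many genes of a different level in liver, muscle or ARC, and 1 gave a median phase difference as far from 0 in liver, 0 in muscle, 0 in ARC and 1 in SCN.

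The clock phase shift lay further from 0 in muscle (-3.50 h) than in the other tissues, although the adjusted p-values of the differences did not pass the threshold when tissues were shuffled apart. With libraries of equal number shuffled together, a test that treats them as from 1 mouse, the differences to liver (adjusted p = 0.009) and ARC (adjusted p = 0.0182) passed and that to SCN did not (adjusted p = 0.301). Muscle counts thinned to the median SCN depth of 28.8 M gave -3.53 h, so depth did not move the shift by as much as its SE. Leaving out each time point in turn brought the muscle shift no nearer to 0 than -2.99 h, further from 0 than the SCN shift of -1.37 h by more than 1 SE. The SCN shift itself ranged from -2.52 h (without ZT 2) to -0.403 h (without ZT 10) under the same check, so the nearest ends of the ranges, which left out different time points, are -2.99 and -2.52 h. Without ZT 2 the muscle shift was -3.82 h. Simulated SCN libraries given the muscle shift returned -3.55 h on average (SD 0.765 h over 1000 draws), so a weak rhythm did not pull the estimate toward 0 in the simulation. Of these draws, 0% lay at or above the observed SCN shift of -1.37 h. The simulation does not replace a test of whether the shifts of the tissues are equal, which was not run. A larger advance of the muscle clock in Hu mice remains a candidate explanation. Its difference to SCN did not pass the permutation test with tissues shuffled apart (adjusted p = 0.202). That test does not ask whether shifts present in both tissues are equal, so the difference was not established.

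Fewer mouse genes were rhythmic in Hu than in Mu livers when libraries were scaled on mouse rows. The direction reversed, with 282 in Hu and 76 in Mu, when library sizes were taken over all rows. Those sizes include the human counts, so mouse genes scaled on them can carry the human share of each liver. Thinning Mu livers to the median mouse depth of Hu livers, 42.1 M, left 3694 rhythmic genes in the Mu arm alone, against 3928 before and 8 in the Hu arm alone, and with each Mu liver thinned to one of the lowest mouse depths of Hu livers at its time point, from 7.70 to 71.6 M, 3389 genes were rhythmic in the Mu arm alone. Neither lower nor uneven depth at these levels brought the count near that of Hu. With the human share as a covariate, 27 genes were rhythmic in Hu, against 25 without it. The clock phase shift in liver was -0.937 h with the human share as a covariate, against -0.880 h without it. The kinds of mouse cell in Hu livers may differ from those in Mu livers, which was not tested.

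Mouse Alb was high in mouse rows of Hu livers while mouse Fah was low. Over the 15 Hu livers, mouse Alb scaled to all counts fell as the human share rose, with Pearson's r = -0.980 and Spearman's rho = -0.957 (both permutation p = 1e-05, the smallest they can give; adjusted p = 2.5e-05 over 5 relations), and r = -0.963 without the 2 livers farthest from the median share. A list of other mouse hepatocyte genes gave r = -0.961 and rho = -0.946, and r = -0.931 without the 2 farthest livers. Human reads counted on mouse genes, as the main source of Alb, would have made it rise with the human share, and it fell. Counts of any mouse cell fall by composition as the human part rises, so r = -0.961 cannot tell hepatocytes of the Fah-deficient host, a candidate source, from other mouse cells. Scaled to mouse counts, which removes this effect, Alb did not rise either and had r = -0.514 (permutation p = 0.0506, adjusted p = 0.0632) and rho = -0.564 (adjusted p = 0.0386), and r = -0.283 without the 2 farthest livers. The hepatocyte list scaled in this way had r = -0.648 (p = 0.00849, adjusted p = 0.0142) and rho = -0.568 (adjusted p = 0.0386), and r = -0.468 without the 2 farthest. Fah had r = -0.329 (p = 0.230) and rho = -0.186 (p = 0.506), and r = -0.0465 without them. The relations of Alb and the list were thus weaker without those livers. Labels give no batches in which the relations could be recomputed.

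In muscle, the Hu library at ZT 6, replicate 1, had 338 CPM of Mki67, against a median of 1.33 and at most 11.9 CPM in the other 26 muscle libraries. The median log2 difference of 8 cell division genes to the other libraries was 6.73. A list of muscle regeneration genes lay at -1.24, which speaks against regenerating fibres. A list of 8 marrow and red cell genes lay at 10.29, with 8 of 8 genes above every other muscle library. Marrow or blood cells in this sample are therefore a likely source, as a hypothesis from 1 library. Without this library 3723 genes had a different mean level in muscle, against 3817 with it.

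The mean level in muscle was tested against the make-up of the samples. A list of 6 fat genes was higher in Hu by a log2 difference of 1.96 (permutation p = 0.00338, adjusted p = 0.00761 over 9 comparisons), and 15 of 15 Hu libraries lay above the Mu median. A list of 6 slow fibre genes differed by -1.11 (p = 0.143, adjusted p = 0.191). With both scores as covariates, 636 genes had a different mean level, of which 538 were among the 3817 found without them. The fat score alone left 1045 genes and the slow fibre score alone 2706. The fat score itself differs between the arms, so that adding it takes out part of the contrast between them whatever the cause. The fall to 636 therefore cannot tell whether fat and fibre content lie behind the difference in level.

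Growth hormone targets were higher in Hu muscle. The first list of Socs2, Cish and Igf1 was higher by 0.92 (permutation p = 0.00012, adjusted p = 0.00054). Socs2 rose by 1.31 (edgeR adjusted p = 0.000121) and Igf1 by 0.66 (adjusted p = 0.00225), while Cish, at 0.75, did not pass the threshold (adjusted p = 0.194). A second list of 6 targets was higher by 0.24 (permutation p = 0.00498, adjusted p = 0.00896), in 4 of 6 genes, and 14 of 15 Hu libraries lay above the Mu median. Stronger growth hormone signalling in Hu muscle is a candidate explanation. It cannot be told apart from the fat content, which was not removed from the 0.24.

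Stra6 was higher in Hu ARC, by a log2 difference of 1.29 in the permutation test (p = 9e-05, adjusted p = 0.00054 over 9 comparisons), and 8 of 10 Hu libraries lay above every Mu library. It was picked as the gene with the smallest p-value in ARC, so this test is not independent of that choice. It was also higher in Hu SCN, by 1.03 (permutation p = 0.00095, adjusted p = 0.00285), with 10 of 10 libraries above the Mu median, and not in muscle, at -0.31 (p = 0.149). In the edgeR test over all genes, 0 genes had a different level in SCN, so Stra6 did not pass there. ARC and SCN libraries may come from the same mice, so the SCN result may not be independent. A list of 8 choroid plexus and meningeal genes differed by 0.12 (permutation p = 0.431) and a list of 6 retinoid targets by 0.022 (p = 0.787) in ARC. A rise of the choroid plexus and meningeal list or of the retinoid targets was therefore not seen in ARC. Other neighbouring tissues were not tested, and neither list was tested in SCN. Stra6 takes up retinol from its plasma carrier, which the liver makes, and a response to a human carrier in place of the mouse one might be an explanation. The carrier was not analysed here, and no test of it was run.

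In the libraries labelled SCN, neither list of SCN markers was higher than in ARC libraries. The first list (Vip, Avp, Prok2 and Nms) did not differ, at -0.05 (permutation test, adjusted p = 0.832). Within it, Prok2 was higher in SCN (0.72, adjusted p = 0.00603) and Avp was lower (-1.57, adjusted p = 4.25e-05). Vip (0.30) and Nms (0.37) did not pass the threshold. A second list of SCN markers, Lhx1, Rgs16, Syt10, Vipr2, Gpr176 and Prokr2, was lower in SCN than in ARC libraries by a log2 difference of -1.47 (permutation p = 1e-05, the smallest the permutations can give). Of its 6 genes, 5 were lower (adjusted p = 1.545e-05 for each) and Gpr176 did not differ, at -0.03 (p = 0.650, adjusted p = 0.690). By the second list, the SCN libraries may hold little SCN tissue, or the ARC libraries may hold neighbouring tissue that expresses these genes. Prok2 goes the other way. Phase results for the SCN refer to what these libraries hold.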
